# Genome-Wide Differential Expression Profiling of Ovarian circRNAs Associated With Litter Size in Pigs

**DOI:** 10.3389/fgene.2019.01010

**Published:** 2019-11-15

**Authors:** Gaoxiao Xu, Huifang Zhang, Xiao Li, Jianhong Hu, Gongshe Yang, Shiduo Sun

**Keywords:** circRNA, ovary, litter size, pig, miRNA

## Abstract

Circular RNAs (circRNAs) have been emerging as an important regulator in mammalian reproduction *via* acting as miRNA sponges. However, the circRNAs in porcine ovaries related with litter size remains largely unknown. In this study, porcine ovaries with smaller or larger litter size (LLS) were subjected to high-throughput RNA sequencing. In total, 38,722 circRNAs were identified, of which 1,291 circRNAs were commonly expressed in all samples. There were 56 circRNAs significantly down-regulated and 54 circRNAs up-regulated in LLS pig (|log2 (fold change) | > 1, FDR < 0.05). Bioinformatics predicted that most of circRNAs harbored miRNA binding sites, and the expression patterns of circRNAs and their putative binding miRNAs were validated by qPCR. Moreover, the expression of circ-*TCP11*/miR-183 was significantly reversely correlated and their direct interaction was confirmed by dual-luciferase assay. Our study indicates that circRNAs may play potential effects on modulating porcine litter size.

## Introduction

Increasing litter size has been a global goal for pig breeders and producers, and larger litter size plus shorter farrowing intervals are desperately expected to expand piglets per sow per year, which is the predominant force to boost economic success of sow husbandry (Zak et al., 2017; Kemp et al., 2018). Ovary is an important reproductive organ in females and goes through a series of biological processes during each estrous cycle. Sow prolificacy is tightly modulated by the complex transcriptional network involving coding and non-coding genes in ovaries (Zhang et al., 2015; Huang et al., 2016; Tang et al., 2018).

Covalently closed circular RNAs (circRNAs) are emerging as a novel class of modulators for gene expression (Li et al., 2018). Now, accumulating work has shed light on the critical roles of circRNAs in gonadal development and reproduction performance in many species (Quan and Li 2018). Next-generation sequencing has revealed that endogenous circRNAs are generally expressed in various kinds of porcine tissues in a spatio-temporally specific manner, including ovaries (Liang et al., 2017). Recent studies revealed that human ovary-derived circRNAs are involved in ovarian aging (Cai et al., 2018), thus we investigated whether circRNAs’ profile differs in sows with different litter sizes.

In this study, a total of six ovaries were selected from multiparous sows with intact prolificacy records, and high-throughput sequencing technology coupled with bioinformatic tools were employed to uncover litter-size-related circRNAs, providing potential candidate loci that may be informative for future pig breeding programs.

## Materials and Methods

### Ethics Statement and Sample Collection

This study was approved by the Animal Care and Use Committee in Northwest A&F University (No. 2018-019). The ovaries in our study were collected from sows 4 days after the fourth delivery picked from a commercial sow piggery in Hanshiwei Food Ltd., Co. (Dahua, Guangxi, China), which is negative for PRRSV (porcine reproductive and respiratory syndrome virus) and PCV (porcine circovirus). For RNA-seq, three ovaries were sampled from each group small and large litter size (8.48 ± 0.53 piglets/litter in small litter size and 16.19 ± 0.43 piglets/litter in large litter size). In RT-qPCR assay, more ovaries were sampled (8.78 ± 1.75 piglets/litter *vs.* 14.83 ± 1.61 piglets/litter, n = 12). All sows were slaughtered in a standard slaughterhouse in Xinyouxian Livestock Ltd., Co., (Xining, Guangxi, China), and the left ovaries were quickly taken and frozen in liquid nitrogen.

### RNA-Seq Assay

The frozen ovary tissues were homogenized in TRIzol™ reagent (Invitrogen, Carlsbad, CA, USA), and each sample was quantified using ND-1000 Nanodrop (Thermo Fisher, Wilmington, DE, USA). RNA integrity number (RIN) was analyzed with Agilent 2200 (Agilent, Palo Alto, CA, USA), and RNAs with RIN >7.0 were used for RNA-seq analysis.

The total RNA samples (3 μg) were treated with Epicenter Ribo-Zero rRNA removal kit (Illumina, San Diego, CA, USA) to remove ribosomal RNA (rRNA) before cDNA library construction, and then ribosome depleted RNAs were fragmented into 150–200 nt by incubation with divalent cations at 94°C for 8 min. The cleaved RNA fragments were reverse-transcribed into first- and second-strand cDNA according to the description of TruSeq RNA LT/HT sample preparation kit (Illumina, USA). Briefly, the cDNA was treated with End-It DNA End Repair Kit to repair the ends, then modified with Klenow to add an A at the 3′ end, and finally ligated to indexed adapters. The ligated cDNA products were purified and treated with uracil DNA glycosylase to remove the second-strand cDNA. Purified first-strand cDNA was enriched by 13–16 cycles of PCR amplification. The final cDNA libraries were evaluated by Bioanalyzer 2200 (Agilent, Santa Clara, CA) and subjected to sequencing by HiSeq 2000 (Illumina, USA).

miRNA libraries were constructed by Ion Total RNA-Seq Kit v2.0 (Life Technologies), and the sizes were selected by PAGE gel and processed for miRNA sequencing.

### Bioinformatic Analysis

Raw sequencing data were tested by performing FAST-QC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and evaluation metrics including quality scores, distribution of nucleotides, GC content, k-mer frequency, and others. Low-quality bases and N bases were trimmed from the reads by NGSQCToolkit (v2.3.3), and high-quality clean reads were obtained for subsequent analysis. Clean reads were mapped to the reference genome (Sscrofa 11.1 assembly, http://genome.ucsc.edu) using Hisat2 software.

CIRI was used to identify circRNAs. The alignment results (SAM format) were scanned to search paired chiastic clipping and paired-end mapping signals, as well as GT-AG splicing signals. All the sequences with junction sites were realigned to reference genome using dynamic programming algorithm to ensure the reliability of the putative circRNAs. The total number of reads spanning back-spliced junctions was used as an absolute measure of circRNA abundance.

DEseq2 was used to explore the differentially expressed mRNA among different groups, and the criteria were set as |log2 (fold change) | > 1, FDR < 0.05. EdgeRSeq was used to explore the differentially expressed circRNA and miRNA between groups, with cutoff of |log2 (fold change) | > 1, FDR < 0.05. Gene ontology (GO) function (http://www.geneontology.org/) and Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg) pathway of genes of target were annotated.

### CeRNA Network Construction

The potential miRNA–circRNA interactions were predicted by miRanda (http://miranda.org.uk/) and RNAhybrid2 (http://bibiserv.techfak.uni-bielefeld.de/rnahybrid). The correlation between the expression levels of circRNA and miRNA was calculated with SPSS Pearson correlation assay.

### RT-qPCR Verification

Total RNA was purified using TRIzol™ reagent (Invitrogen). An aliquot of 2 μg total RNA was taken from each sample and reverse transcripted by random primers (TakaRa, Otsu, Japan). For miRNA analysis, specific reverse transcription primers and procedures were used. Real-time PCR reaction (95°C 30 s, then 95°C 5 s, 60°C 30 s for 40 cycles, following 70°C 10 min for elongation) was performed in triplicate using the One-step SYBY PrimeScript RT-PCR kit (TakaRa) on a Bio-Rad iQ5™ system (Bio-Rad, Berkeley, CA, USA). The expressions of circRNA and miRNA were normalized to that of *ACTB* and *U6* small RNA, respectively. The primer sequences for qPCR are shown in **Table 1**.

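The places of the primers for circRNAs were found on the Sscrofa11.1 reference, the assembly to which the reads were mapped. Primers for a circRNA point away from each other on the linear gene, so that a product forms only across the back-spliced junction, where the end of a later exon is joined to the start of an earlier one. For each of the 9 pairs, every pair of annotated exon starts and ends in the host gene was tried, and the length of the product across the joined ends was compared with the length in Table 1. Exactly 1 pair of boundaries gave the stated length for 7 of the 9 pairs. For circ-TCP1 these were exons 7 to 8 of the 12 exons of TCP1, from 7594612 to 7598381 on the plus strand of chromosome 1, a circle of 303 nt once the intron is removed. The forward primer of circ-TCP1, GGGACCTTAAACGCATTGCTA, lies in exon 8 from 7598349 to 7598369, and the reverse primer, GGTCCAGTTTTTCAGGGTCTGT, in exon 7 from 7594704 to 7594725. For circ-ERBIN the boundaries were exons 21 to 24 of ERBIN on chromosome 16, from 44513270 to 44525240, with a spliced length of 1997 nt, and its forward primer had 0 matches in the unspliced genome. For circ-SNTB2 they were exons 2 to 4 of SNTB2 on chromosome 6, from 17706791 to 17726847, with 568 nt. The circ-KMT2A primers gave exons 8 to 10 of KMT2A on chromosome 9, from 45784065 to 45785898, with 584 nt. The circ-NUP98 primers gave exons 2 to 5 of NUP98 on the same chromosome, from 6336548 to 6339661, with 378 nt. The circ-SENP2 primers gave exons 4 to 11 of SENP2 on chromosome 13, from 123437550 to 123447842, with 788 nt. For circ-CCDC85A the boundaries were exons 4 to 10 of CCDC85A on the minus strand of chromosome 3, from 85487041 to 85584548, and the annotated transcripts splice this stretch to 500 or 797 nt. The exon numbers count along the annotated transcript that holds the boundaries. The circ-LOC397451 primers gave no such pair, and their forward primer had 0 matches in the genome. The circ-CCAR1 primers matched BTAF1 on chromosome 14, with the forward primer in exon 6 from 103561225 to 103561244 and the reverse primer in exon 3 from 103551400 to 103551419.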

**Table 1:** Sequences of primers used in this study.

Primer list	Sequence (5′→3′)	Product length (bp)
circ-*ERBIN*	F: TTCGACATCCCCAGACATCC R: CAGACATCCGAGACGGAGAA	218
circ-*SNTB2*	F: CAACAATGGAGACCCGTCCT R: TCCTTGGTGCTGTTCTGGTG	267
circ-*TCP1*	F: GGGACCTTAAACGCATTGCTA R: GGTCCAGTTTTTCAGGGTCTGT	147
circ-*KMT2A*	F: AGGAGAACGCAGGCACTTTG R: GGAGGAGGTTCACTGTTGCT	261
circ-*LOC397451*	F: GCTTGCATTGAAAACGGGTCTC R: TCCATTACAGGCAGGACAGTG	261
circ-*NUP98*	F: AGCACAGGGACCAGTCTTTTC R: AGGCTTCCAGTATTGTTGCTG	248
circ-*SENP2*	F: GGGGAAGAGCAAAGTCATGGA R: TCCGTGTGCCATTACAAGCA	294
circ-*CCDC85A*	F: CTGCTAGACTTGACCAGCGTT R: CAAATGTGGGCCAATGGTGAT	180
circ-*CCAR1*	F: CCAACATCAGCAGCCCTTGT R: TGCTGCAATCCGAGTATCCC	218
*ACTB*	F: GGACTTCGAGCAGGAGATGG R: AGGAAGGAGGGCTGGAAGAG	134

### Dual Luciferase Assay

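Matches to the seeds of miR-183 and miR-497 were located on the Sscrofa11.1 reference, in the circles of TCP1 and CCDC85A that the qPCR primers give. The circle of exons 7 and 8 of TCP1 holds 1 match to the seed of miR-183, GTGCCAT, at positions 241 to 247 counted from the first base of exon 7. The match lies in exon 8 at 7598319 to 7598325 on chromosome 1. The 20 bases before it are GAAGTATTTTGTGGAGACCG and the 20 bases after it are GGCAGTTAGAAGAGTTTTAA. The duplex of miR-183, UAUGGCACUGGUAGAAUUCACUG, with this stretch was computed by ViennaRNA's duplexfold in place of RNAhybrid. The stretch returned for it ran over positions 230 to 249 of the circle and can hold unpaired bases at its ends. The free energy was -23.5 kcal/mol. In the circle of CCDC85A, the seed match of miR-497, TGCTGCT, lies at positions 122 to 128 counted from the first base of exon 4, at 85584421 to 85584427 on chromosome 3. It is flanked by TATCACCATTGGCCCACATT and GTGAAGGACTCAATAGCAGG. The stretch returned for its duplex with miR-497, CAGCAGCACACUGUGGUUUGU, ran over positions 114 to 130, likewise with possible unpaired ends. Its free energy was -20.5 kcal/mol. These energies come from the sequences alone and carry no replicate error.

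**Figure D1:**
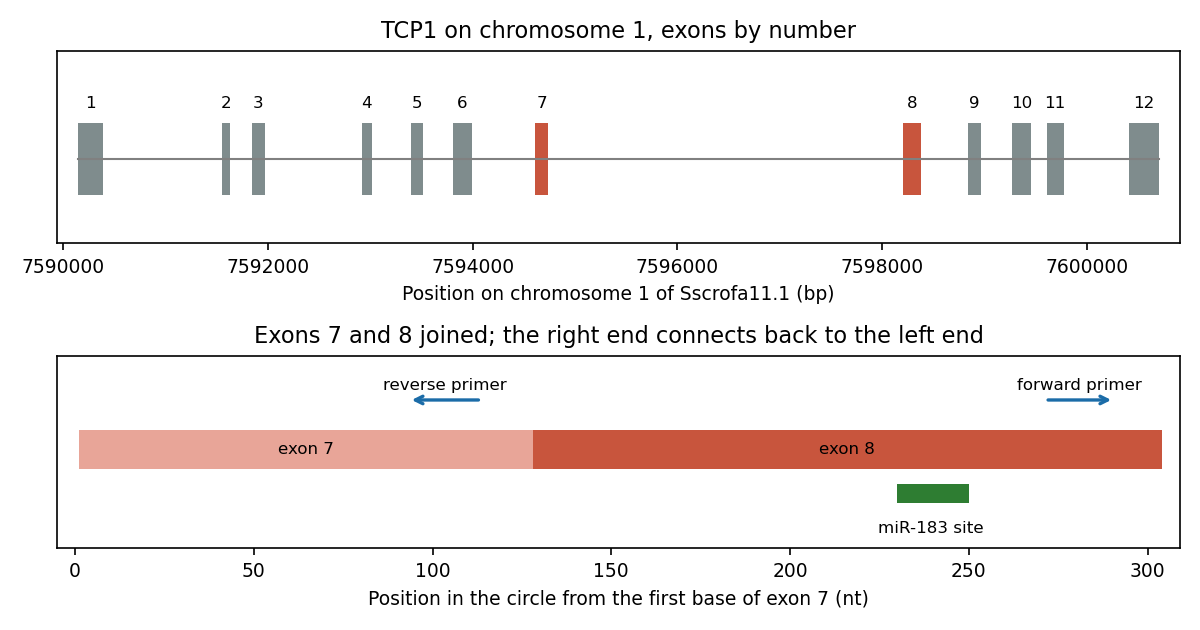
Upper panel, the 12 exons of TCP1 along chromosome 1 of Sscrofa11.1 (position in bp), with exons 7 and 8 in red. Lower panel, both exons joined, with the position in the circle in nt and the primers of circ-TCP1 as blue arrows. The stretch returned for the miR-183 duplex, from 230 to 249 with possible unpaired ends, is in green.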

A ∼400 bp fragment of circRNA containing the putative miRNA binding site was synthesized by General Biosystems (Chuzhou, Anhui, China) and inserted into psiCHECK™-2 vector (Promega, Madison, WI, USA) to construct psi-circRNA plasmids. Then the psi-circRNA constructs were co-transfected with their corresponding miRNAs (RiboBio, Guangzhou, China) into 293T cells using Lipofectin™ 2000 (Thermo Fisher Scientific, Waltham, MA, USA), and the luciferase activity was detected by Dual-Luciferase^®^ Reporter Assay System (Promega) 24 h post transfection.

### Statistical Analysis

Data were processed with SPSS 19.0 software, and results were presented as mean ± SEM. Significant differences were assessed by unpaired Student’s *t*-test and *p* < 0.05 was defined as statistical significance.

## Results

### Overview of CircRNAs in Porcine Ovary

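Left ovaries of 3 sows with small litters (SLS, ovaries ZD2, ZD3 and ZD12) and 3 sows with large litters (LLS, ovaries ZD5, ZD7 and ZD8) were sequenced after removal of ribosomal RNA, with 1 library per ovary and no pooling. The authors trimmed the reads, mapped them to Sscrofa 11.1 with HISAT2 and deposited an expression value for each of 29884 genes as FPKM, which scales reads to the length of the transcript and the depth of the library. The paper's text does not name the program that counted reads on genes. The reads behind the FPKM values could be recovered, because each value was a whole number of reads divided by the longest annotated transcript of the gene and by 1 total per library. This held for 23477 of the 23564 genes above 0 FPKM (99.6%), within a tolerance that grew with the reads and was loose for the genes with most reads. The totals were 60903268, 51703531 and 52914634 reads in the SLS ovaries ZD2, ZD3 and ZD12. In the LLS ovaries ZD5, ZD7 and ZD8 they were 57582404, 60884026 and 32272803 reads, so that ZD8 had the lowest depth. Between 18715 and 21390 genes per ovary were above 0 FPKM. Genes were compared on the scale of log2(FPKM + 1), which understates the change of weakly expressed genes, with at least 1 FPKM required in at least 3 libraries. The counts of reads across back-spliced junctions were not analysed here.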

Three ovaries in each group (small litter size *vs.* large litter size) were subjected to RNA sequencing, and a total of 38,722 circRNAs were predicted, which were widely distributed across all chromosomes (**Figures 1A, B**). However, only 1,291 circRNAs were expressed in all samples (**Figure 1C**).

**Figure 1:**
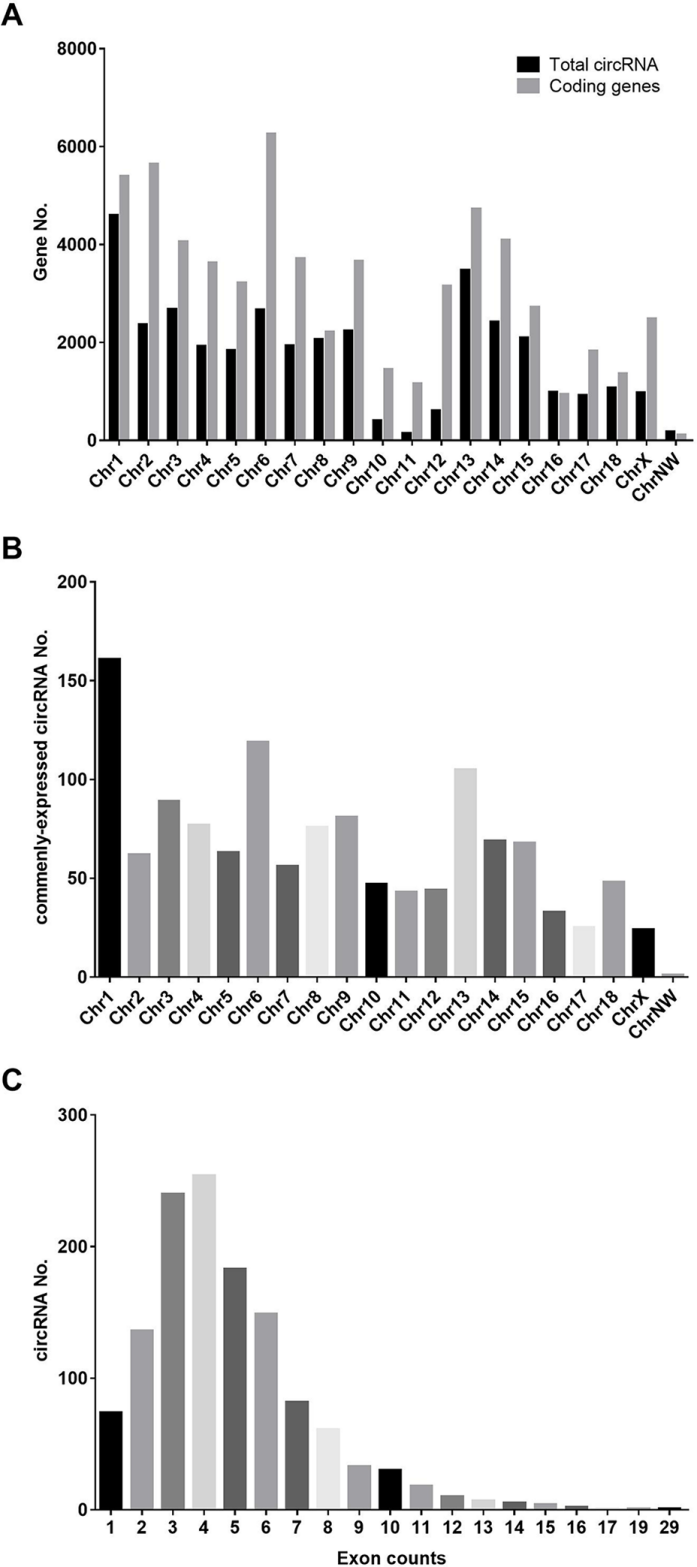
Distribution of predicted circRNAs in our study. **(A)** The distribution of annotated mRNAs on the genome. **(B)** The distribution of commenly-expressed circRNAs on the genome. **(C)** The exon numbers of commenly-expressed circRNAs in our study.

### Differential CircRNA Expression Profiles in Pigs Differing Litter Size

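Small RNA libraries of the same 6 ovaries were size-selected and sequenced for miRNAs, with 1 column of values per ovary. The labels list another sample per sow, titled rep, and do not name its assay. The columns carry the plain sow names, and the sow and the group are the same either way. The authors deposited 457 mature miRNAs in a unit they call TPM, which holds reads scaled to the library total alone (RPM), since no length enters it. All 2618 values above 0 (100%) were whole numbers of reads divided by the library total. The totals were 5841554, 3537619 and 9854086 reads in the SLS ovaries ZD2, ZD3 and ZD12, and 6165721, 6775070 and 8688519 reads in the LLS ovaries ZD5, ZD7 and ZD8. Between 97.6% and 98.7% of these reads were on the listed miRNAs, and the 10 most abundant miRNAs took between 65.8% and 74.5% of them. At these depths, 3 reads correspond to between 0.304 and 0.848 RPM. In all 6 libraries, 390 miRNAs were above 0 and 308 had at least 1 RPM. LLS and SLS ovaries were compared by limma with a trended variance on log2(RPM + 1), for the 353 miRNAs with at least 1 RPM in at least 3 libraries. As in the paper, an absolute log2 fold change over 1 was required, with a Benjamini-Hochberg adjusted p under 0.05.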

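No miRNA passed both thresholds between LLS and SLS ovaries (0 of 353, smallest adjusted p = 0.997 by limma), and 0 had an unadjusted p under 0.05. In edgeR exact tests chosen after seeing the data, up to 23 miRNAs were called with all 6 ovaries and a dispersion fixed in place of estimated, and up to 33 without the LLS ovary ZD8. Among the alternatives chosen in advance, each with 0 miRNAs called, the largest shift came without ZD8, where 11 miRNAs had an unadjusted p under 0.05 and the smallest adjusted p by limma was 0.069 (0.069 to 1 over the alternatives chosen in advance). The edgeR exact test on the recovered reads, with the dispersion of each miRNA estimated from the 6 libraries, also called 0 miRNAs, and 3 had an unadjusted p under 0.05. The 3 SLS and 3 LLS values did not overlap for 10 of the 353 miRNAs (2.83%, where chance gives 10%), of which 4 were higher and 6 lower in LLS. Among these, miR-34c had the smallest p, with 37.3 ± 15.8 RPM in SLS (SD, n = 3 ovaries) and 15.3 ± 3.47 RPM in LLS (SD, n = 3). Its log2 fold change was -1.15 (standard error 0.52), with an adjusted p of 0.997 by limma. The next 4 by p were miR-375, miR-138, miR-204 and miR-335, with log2 fold changes of -0.66, -0.70, 0.73 and -0.78.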

In our study, 110 circRNAs [56 down-regulated and 54 up-regulated in larger litter size (LLS)] (**Figure 2 A, B**) and 20 miRNAs [11 down-regulated and 9 up-regulated in smaller litter size (SLS)] were identified by RNA-seq (**Figure 2 C, D**).

**Figure 2:**
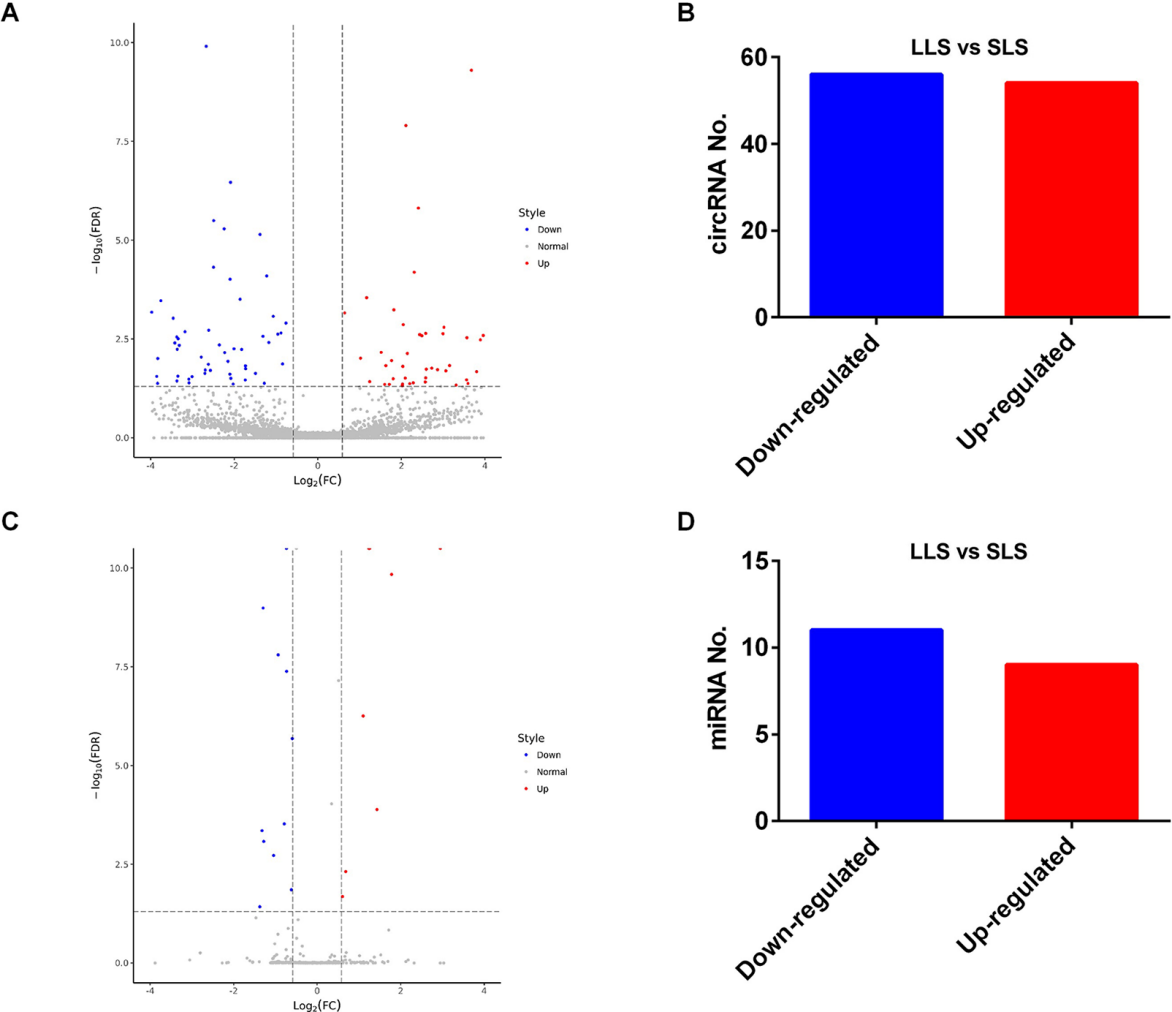
Differentially expressed circRNAs and miRNAs between SLS and LLS pigs. **(A)** The volcano plot of differentially-expressed circRNAs in LLS and SLS ovaries. **(B)** The numbers of down- and up-regulated circRNAs in LLS ovaries compared with SLS. **(C)** The volcano plot of differentially-expressed miRNAs in LLS and SLS ovaries. **(D)** The numbers of down- and up-regulated miRNAs in LLS ovaries compared with SLS.

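The spread between ovaries of 1 group was measured in both expression tables. Over the tested miRNAs, the median SD of log2(RPM + 1) was 0.49 between the 3 SLS ovaries and 0.58 between the 3 LLS ovaries, and 59.8% of the miRNAs had the larger SD in LLS. Over 12260 tested genes, the median SD of log2(FPKM + 1) was 0.31 in SLS and 0.45 in LLS, with the larger SD in LLS for 68.1% of the genes. The first principal component of the genes took 67.1% of the variance and set the LLS ovary ZD8 (96.5) apart from the other 5 ovaries (-32.2 to 9.50). For the miRNAs, the first component took 64.1% of the variance, with 19.0 for ZD8, 9.80 for the SLS ovary ZD12 and between -8.93 and -5.03 for the other 4. The mean Spearman correlation of ZD8 with the other ovaries was 0.765 across genes and 0.936 across miRNAs, the lowest in each table, where the other 5 ovaries had 0.903 to 0.920 across genes and 0.957 to 0.970 across miRNAs. These are correlations across genes or miRNAs, which are not independent replicates. Neither first component separated the 3 LLS from the 3 SLS ovaries.

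**Figure D2:**
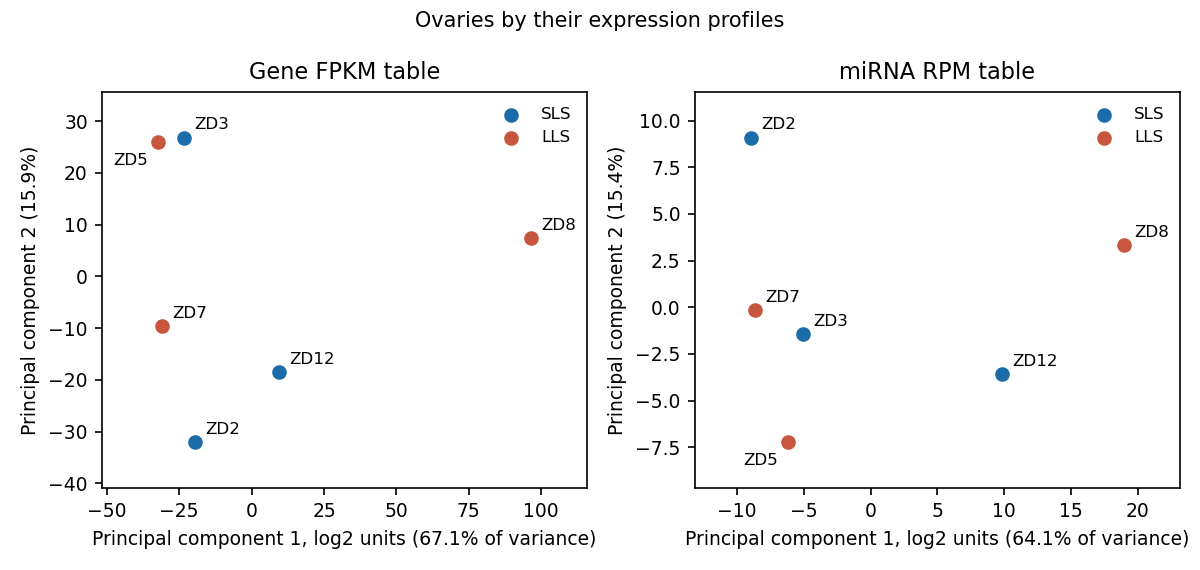
Ovaries placed by the first and second principal components (log2 units) of the gene FPKM table on the left and the miRNA RPM table on the right. Each point is 1 ovary, blue for SLS and red for LLS, and ZD8 has the highest first component in both panels (96.5 and 19.0).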

Given the high variability between samples in RNA-seq, the sample pool was expanded to 12 per group, and a total of 24 ovaries were used when confirming the differentially expressed circRNAs and miRNAs revealed above using RT-PCR. Based on the expanded sample size, RT-PCR assay uncovered that circ-*ERBN*, circ-*SNTB2*, circ-*TCP1*, and circ-*KMT2A* were significantly higher expressed in porcine ovaries with SLS, while circ-*CCDC85A* and circ-*CCAR1* were significantly higher expressed in porcine ovaries with LLS (**Figure 3**).

**Figure 3:**
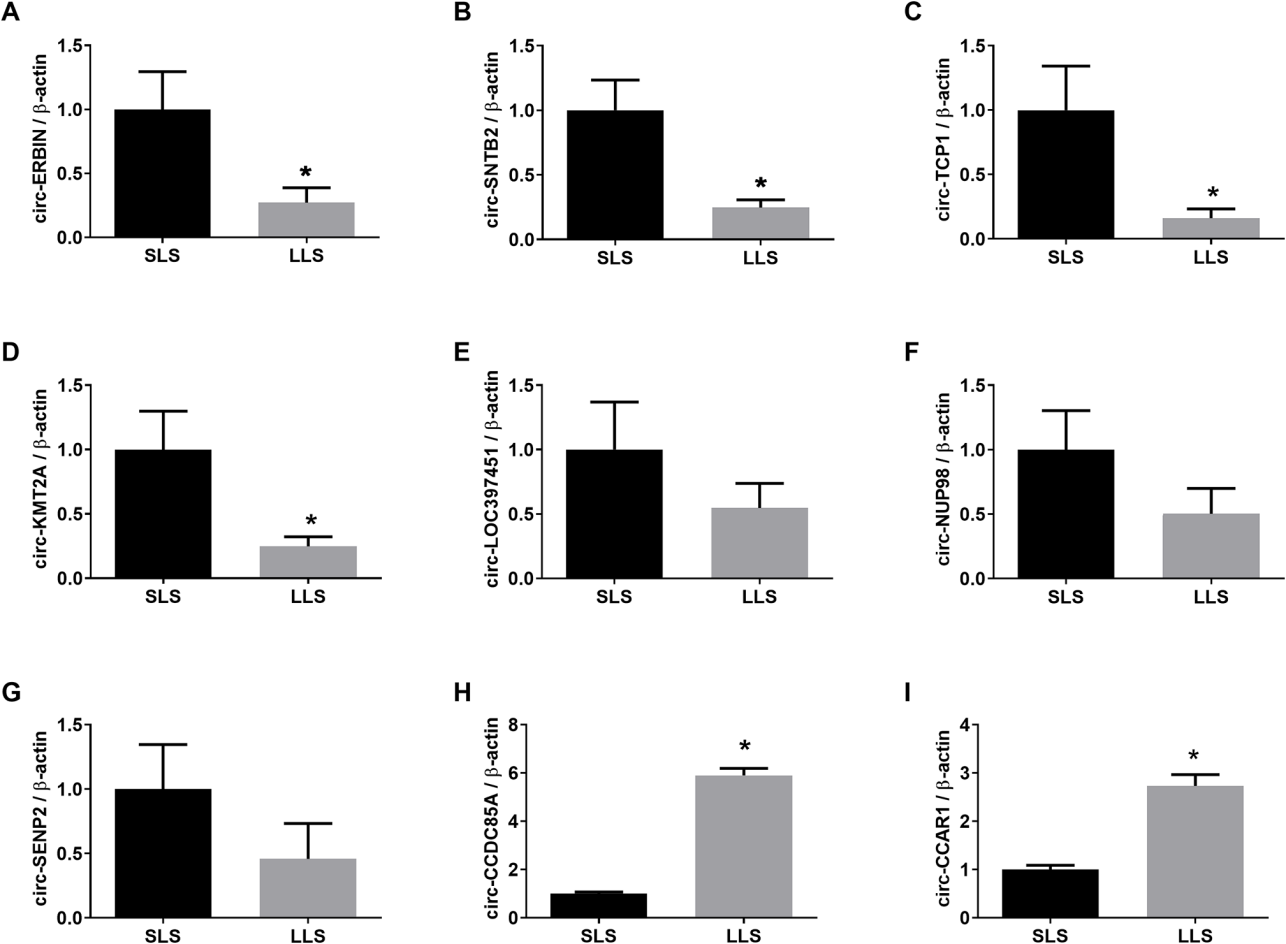
Validation of differentially expressed circRNAs by qPCR. The expression of circ-ERBIN **(A)**, circ-SNTB2 **(B)**, circ-TCP1 **(C)**, circ-KMT2A **(D)**, circ-LOC397451 **(E)**, circ-NUP98 **(F)**, circ-SENP2 **(G)**, circ-CCDC85A **(H)** and circ-CCAR1 **(I)** in SLS and LLS ovaries. *presents p < 0.05.

Regarding the differentially expressed miRNAs, the levels of miR-183 and miR-7857-3p were significantly lower in the SLS group while miR-497-5p were significantly lower expressed in pigs with LLS, which were consistent with high-throughput sequencing(**Figure 4**).

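In the small RNA libraries, miR-183 (MIR183, hairpin at 18982269 to 18982338 on the plus strand of chromosome 18 of Sscrofa11.1) had 80.2 ± 26.8 RPM in SLS (SD, n = 3 ovaries) and 152 ± 132 RPM in LLS (SD, n = 3). The LLS ovaries held 184, 266 and 7.37 RPM in ZD5, ZD7 and ZD8, from 1132, 1805 and 64 reads, and the SLS ovaries 84.6, 105 and 51.5 RPM in ZD2, ZD3 and ZD12. On the log2(RPM + 1) scale the difference of LLS from SLS was -0.07 (standard error 1.18, adjusted p = 0.997 by limma), with the lowest value of ZD8 outweighing the higher values of ZD5 and ZD7 (exact permutation test, two-sided, p = 1). The direction turned with the processing, to 0.90 with limma's array weights and to 0.76 by edgeR on the recovered reads, and ranged from -0.99 to 1.51 with each ovary left out in turn. The cluster members miR-96-5p, whose hairpin starts at 18982506, and miR-182, with its hairpin ending at 18986913, followed the same ovaries, with 7.14 and 26.9 RPM in ZD8 against 234 and 609 RPM in ZD7. The 3 hairpins span 4645 nt. The level of miR-7857-3p (MIR7857, 21459700 to 21459787 on chromosome 7) was 19.8 ± 9.98 RPM in SLS and 97.7 ± 84.9 RPM in LLS, with 158, 134 and 0.691 RPM in ZD5, ZD7 and ZD8. Only 6 reads lay behind the value of ZD8. Its log2 fold change was 0.81 (standard error 1.58, adjusted p = 0.997 by limma, exact permutation p = 0.8), and it ranged from -0.32 without ZD5 to 2.96 without ZD8 (adjusted p = 0.069 by limma), with 2.23 under array weights (adjusted p = 0.944 by limma). The table lists miR-497-5p as miR-497 (MIR497, 52422329 to 52422408 on the minus strand of chromosome 12). It had 667 ± 129 RPM in SLS and 486 ± 68.4 RPM in LLS, and every LLS ovary was below every SLS ovary (exact permutation p = 0.1, two-sided, the smallest p that 3 ovaries against 3 allow). Its log2 fold change of -0.45 (standard error 0.35) had an adjusted p of 0.997 by limma and lay between -0.57 and -0.30 with each ovary left out. None of these 3 differences passed the thresholds in limma or in the alternatives chosen in advance, while the added edgeR exact tests on all 6 ovaries called miR-7857-3p in 16 of 24, those with a fixed dispersion, miR-183 in 1 of 24 and miR-497 in 0. Without ZD8, the added tests called miR-7857-3p in 24 of 24, miR-183 in 12 of 24 and miR-497 in 0. The paper states that the directions in its 12 ovaries per group by RT-qPCR are those of the sequencing.

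**Figure D3:**
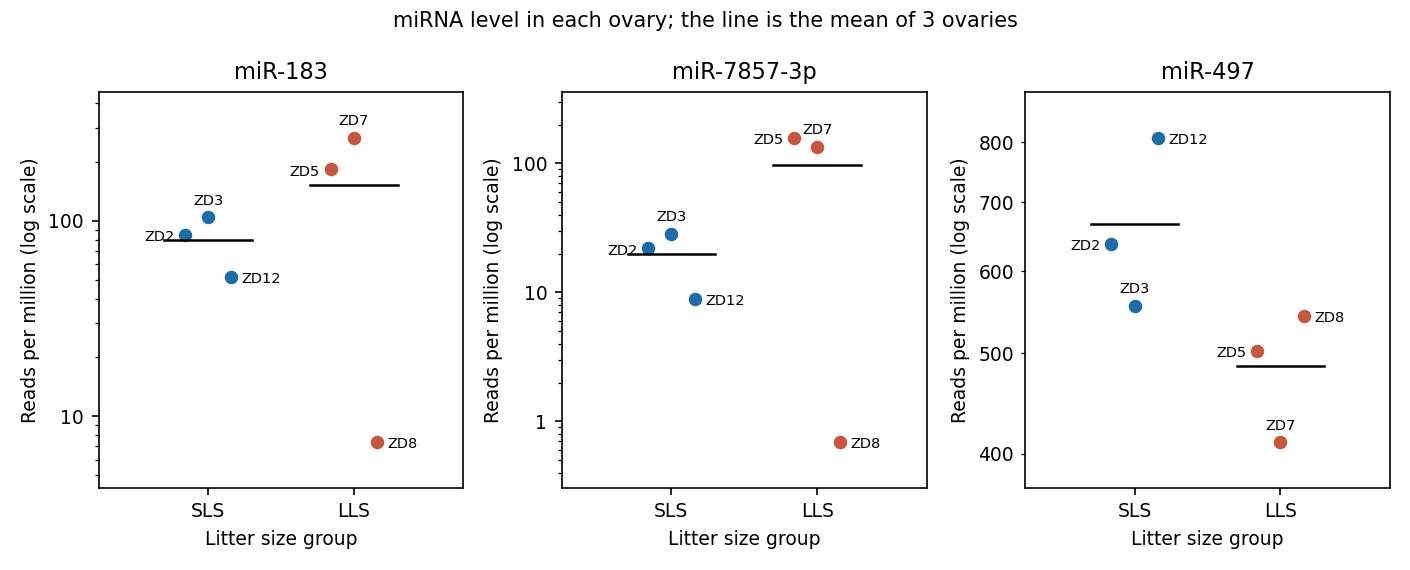
RPM (log scale) of miR-183, miR-7857-3p and miR-497 in each SLS ovary (blue) and LLS ovary (red), with a black line at the mean of 3 ovaries. The LLS ovary ZD8 is the lowest point for miR-183 (7.37) and miR-7857-3p (0.691), while all LLS points of miR-497 lie below the SLS points.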

**Figure 4:**
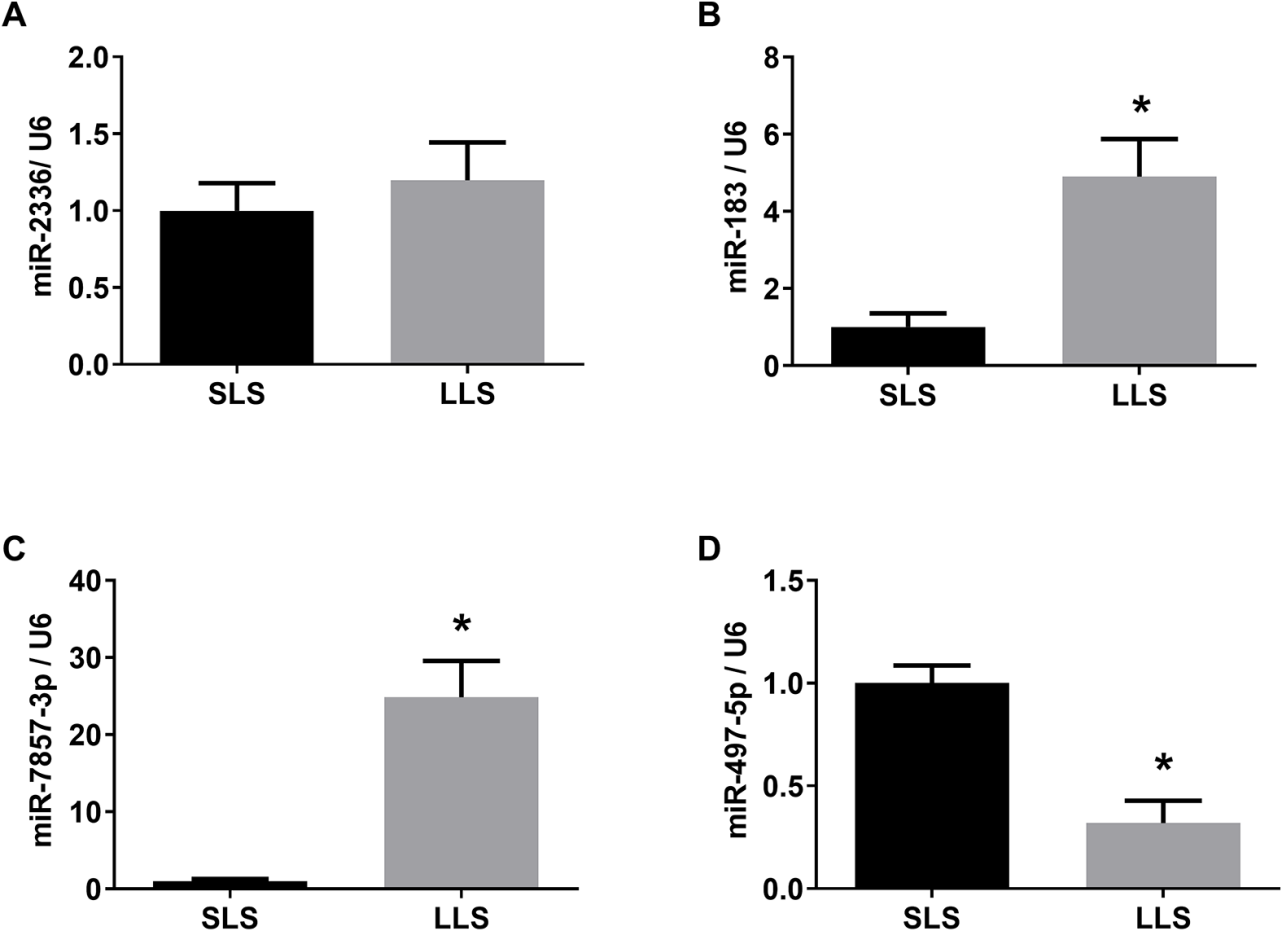
Validation of differentially expressed miRNAs by qPCR. The expression of miR-2336 **(A)**, miR-183 **(B)**, miR-7857 **(C)** and miR-497-5p **(D)** in SLS and LLS ovaries. *presents p < 0.05.

### Identification of CircRNA–MiRNA Axis

Among the differentially expressed circRNAs and miRNAs detected above, RNAhybrid analysis revealed that miR-183 was predicted to interact with circ-*TCP1*, miR-497 with circ-*CCDC85A*. Besides, the expression of miR-183 was reversely correlated with circ-*TCP1*, and a similar tendency was observed between miR-497 and circ-*CCDC85A*. Meanwhile, dual-luciferase reporter assay has shown that miR-183 could directly bind to circ-*TCP1*, while the direct interaction between miR-497 and circ-*CCDC85A* was not detected in this assay (**Figure 5**).

**Figure 5:**
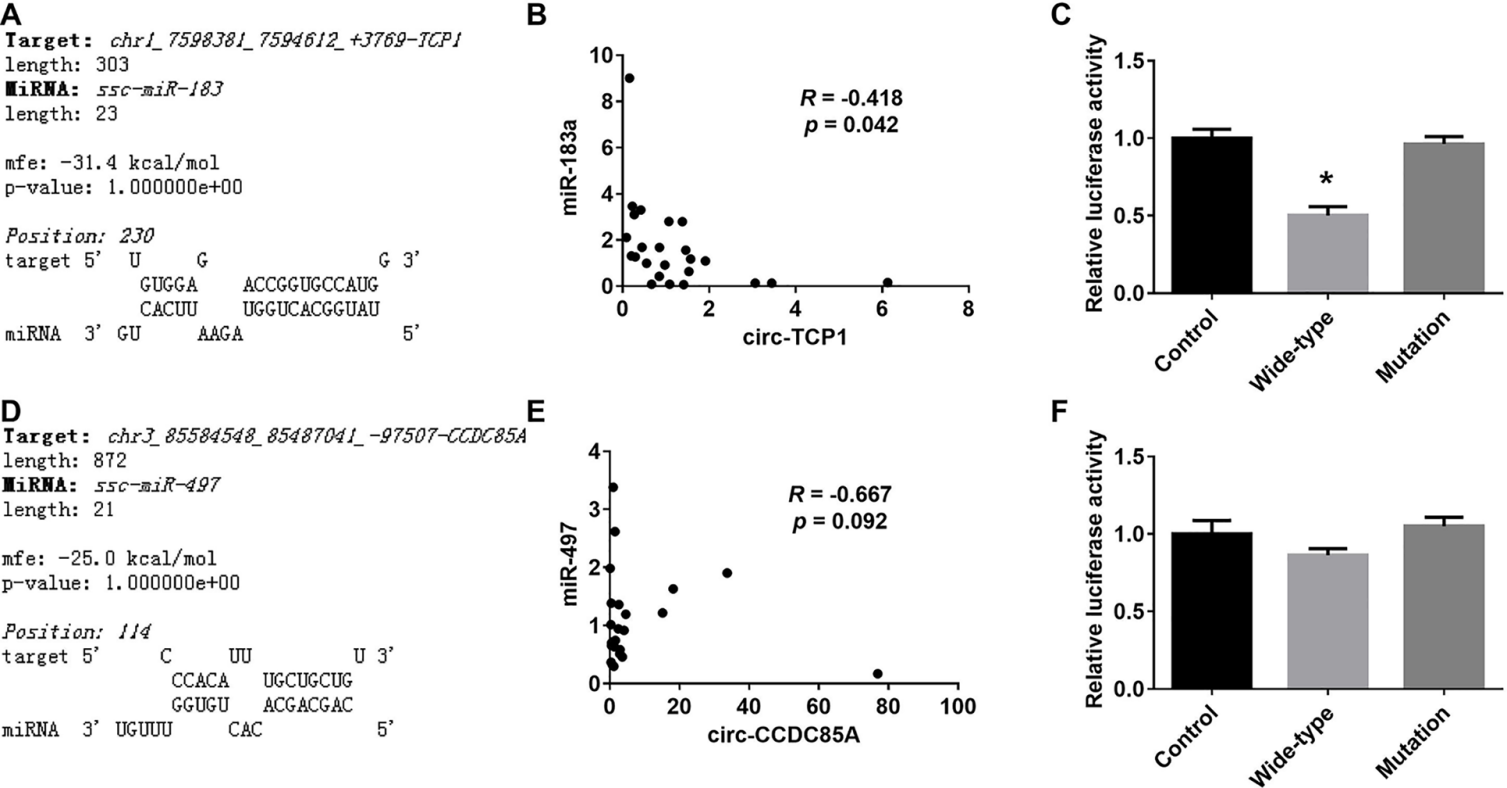
Validation of the interaction between the differentially expressed miRNAs and circRNAs. **(A)** The putative binding site of miR-183 on circ-TCP1 predicted by RNAhybrid. **(B)** The correlation of the expression levels between miR-183 and circ-TCP1 in ovaries. **(C)** The relative luciferase activity of reporter constructs containing wild-type or mutant miR-183-binding sites from circ-TCP1 following cotransfection with control or miR-183 mimics. **(D)** The putative binding site of miR-497 on circ-CCDC85A predicted by RNAhybrid. **(E)** The correlation of the expression levels between miR-497 and circ-CCDC85A in ovaries. **(F)** The relative luciferase activity of reporter constructs containing wild-type or mutant miR-497-binding sites from circ-CCDC85A following cotransfection with control or miR-497 mimics. *presents p < 0.05.

### Function Analysis of miR-183

TargetScan and MiRDB were used to predict the potential targets of miR-183, and the common genes presented by these two strategies were subjected to KEGG and GO analysis. KEGG showed that miR-183 might modulate DNA-templated and RNA PolII-mediated transcription (**Figure 6A**). GO enrichment assay indicated that miR-183 might be tightly related with PI3K-Akt signaling activity (**Figure 6B**).

**Figure 6:**
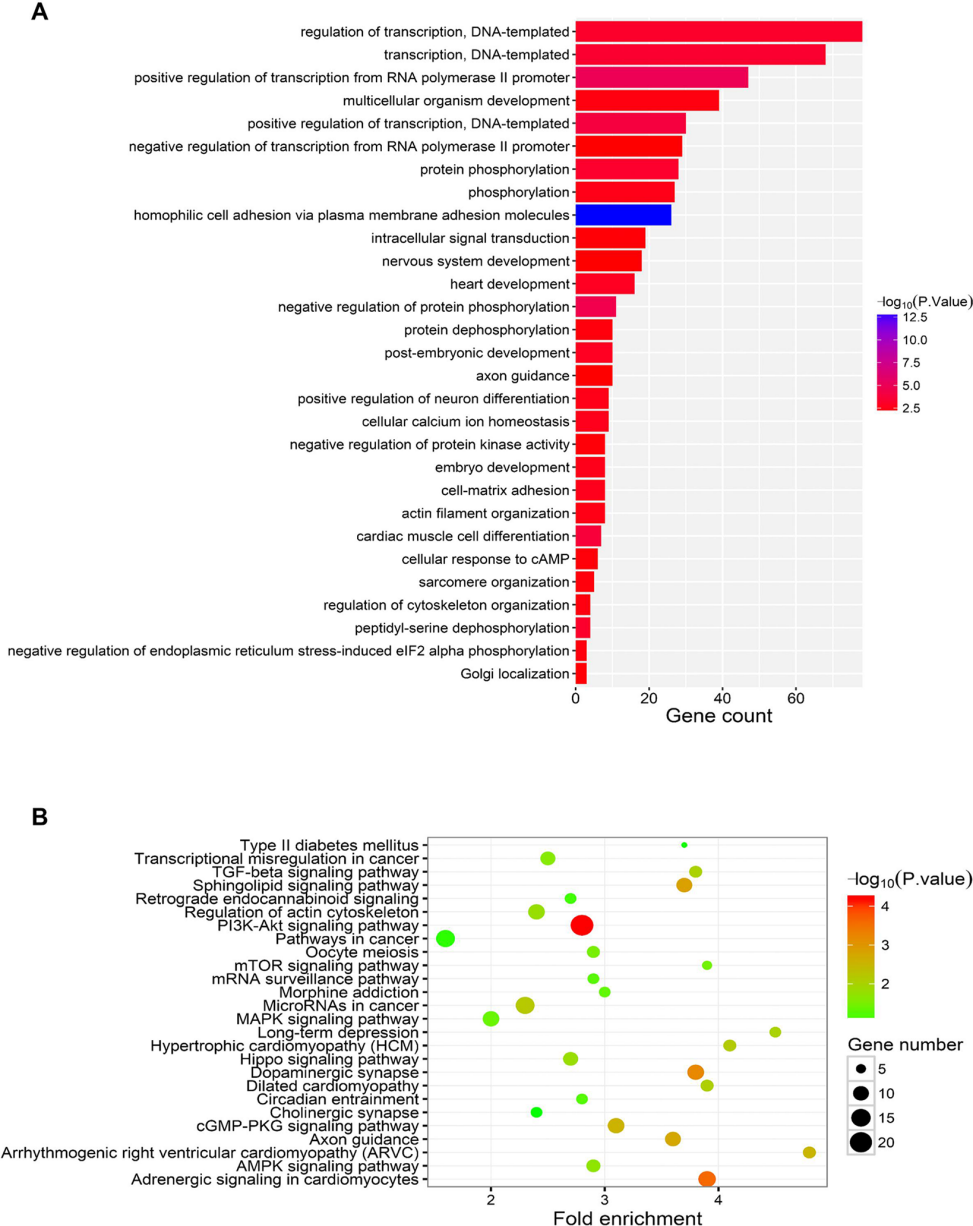
Functional analysis of miR-183. **(A)** The KEGG pathway analysis of miR-183 target genes. **(B)** The GO enrichment analysis of miR-183 target genes.

## Discussion

The aim of the current study was to identify potential circRNAs related with swine fertility. Even RNA-seq only screened out a total of 1,291 exon-derived circRNAs that expressed in each ovary in our study; there were still several circRNAs that differentially expressed in ovaries with small and large litter size. To overcome the deficiency of great individual variation, the expressions of circRNAs of interest were further validated by RT-qPCR on larger-scale samples. Of note, significantly more circ-*TCP1* was detected in porcine ovaries with SLS, and we focus on circ-*TCP1* in the subsequent study.

One of the well-documented pathways of circRNAs is to competitively bind to functional miRNAs, known as competing endogenous RNAs (ceRNAs) (Li et al., 2018). Here, circ-*TCP1*, derived from exons 7 and 8 of porcine *TCP1* (T-complex protein 1 subunit alpha) gene, was significantly lower expressed in ovaries with LLS. *TCP1* gene encodes a molecular chaperone that is a member of the chaperonin containing TCP1 complex (CCT), also known as the TCP1 ring complex (TRiC), which folds various proteins, including actin and tubulin (Sternlicht et al., 1993). Currently, there are no reports about the role of *TCP1* in ovary. However, *CCT6A*, the zeta subunit of CCT, was shown to be expressed in chicken granulosa cells, indicating an important role in folic growth (Wei et al., 2013). Here, circ-*TCP1* was predicted to absorb miR-183 by online RNAhybrid software. Moreover, miR-183 presented a significantly reverse profile with circ-*TCP1*, and the interaction between circ-*TCP1* and miR-183 was further confirmed by luciferase activity assay. Collectively, our data indicated that the circ-*TCP1*–miR-183 axis might be involved in the biological processes related with litter size.

MiR-183 belongs to the highly conserved miR-183-96-182 cluster, which have been shown to be associated with female fertility (Zhang et al., 2019a). Members of miR-183-96-182 cluster are known to target the 3′-UTR of *FOXO1*, an important transcription factor for follicle-stimulating hormone responsive genes in ovarian granulosa cells of rodents (Herndon et al., 2016). *FOXO1* and miR-183-96-182 cluster have been also shown to be associated with bovine ovarian follicle development (Zielak-Steciwko and Evans 2016). MiR-183 is highly expressed in ovarian cancer cells (Wang et al., 2014; Chen et al., 2016) and down-regulation of miR-183 markedly represses cell proliferation and promotes apoptosis *via* targeting SMAD family member 4 (*Smad4*) (Zhou et al., 2019). In our study, KEGG and GO assay suggested that miR-183 might be associated with gene transcription, especially related with PI3K-Akt signaling. Genome-wide analysis revealed that genes related with PI3K-Akt activity were changed during different follicular stages in the ovaries of Duroc pigs (Liu et al., 2018), and PI3K-Akt activity was significantly inhibited when cell growth of porcine ovarian granulosa was impaired by extracellular stimuli (Wang et al., 2019; Zhang et al., 2019b). Altered PI3K-Akt signaling was also reported to contribute to impeded 17β-estradiol secretion in ovary cells (Wu et al., 2017). However, the molecular mechanism of miR-183-PI3K-Akt axis in ovary and their effects on litter size requires further investigation.

## Conclusion

In our study, genome-wide identification of exon-derived circRNAs in porcine ovaries was performed by RNA-seq, and many of which were differently expressed in ovaries with variant litter sizes. Furthermore, most exonic circRNAs harbored miRNA binding sites, and circ-*TCP1*-miR-183 axis might be associated with swine litter size.

## Data Availability Statement

The data generated in this study has been uploaded to NCBI and can be found under accession number: GSE136592

## Ethics Statement

This study was approved by Animal Care and Use Committee in Northwest A&F University.

## Author Contributions

GX conducted the study and drafted the manuscript. HZ and XL assisted t in ovaries sampling and data analysis. JH, GY gave critical comments about experiment design and manuscript drafting. SS supervised the experiment.

## Funding

This work was supported by the National Key Technology R and D Program of China (2015BAD03B01-10).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

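Ovaries of 3 SLS and 3 LLS sows were measured by sequencing of total RNA without ribosomal RNA and of small RNA. Each kind gave 1 column of values per ovary. The labels list another sample per sow, titled rep, and do not name its assay. The grouping of the ovaries follows the authors' sample labels. Measurements by RT-qPCR and by luciferase assay and the circRNA junction counts were not analysed here.

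For the gene table, the authors trimmed the reads with NGSQCToolkit, mapped them to Sscrofa 11.1 with HISAT2 and deposited FPKM values. Whole reads were recovered from the deposited FPKM values with the longest annotated transcript of each gene, for 23477 of 23564 genes above 0 FPKM (99.6%). A deviation of at most 0.001 from a whole read was allowed, and more, in proportion to the reads, for genes with many reads. The check was therefore weak for the genes with most reads. Of the 29884 gene names, 29862 were found in the reference annotation. For the miRNA table, the authors deposited reads scaled to the library total (RPM) under the name TPM, and every value gave a whole number of reads. The paper's text does not name the aligner of the small RNA reads, the miRNA annotation or the program that counted reads on genes. All 12 columns of values in both tables were used.

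What was computed from there used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. The main test of miRNAs and of genes was limma with a trended variance on log2(value + 1), for features with at least 1 RPM or 1 FPKM in at least 3 libraries, which kept 353 miRNAs and 12260 genes. A feature was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the paper's thresholds. Single miRNAs, genes and cell type scores were also compared by an exact two-sided permutation test, which cannot go below p = 0.1 with 3 ovaries against 3. A cell type score was the mean, over a list of marker genes, of log2(FPKM + 1) centred on each gene's mean over the 6 ovaries. The main tests, the 11 marker lists, the alternatives and the rule for the named genes were set before the data were examined. The rule was to name each miRNA and gene that the paper names and the 5 miRNAs and 5 genes with the smallest p among those whose groups do not overlap. A list of epithelial marker genes, a grid of edgeR exact tests on the recovered miRNA reads, and edgeR's quasi-likelihood test and DESeq2 on the recovered gene reads were added later. The alternatives covered the pseudocount, the filter on low values, quantile normalization, median centring, rescaling of FPKM to an equal sum per library (TPM), the variance trend, limma's array weights, edgeR on the recovered miRNA reads, the thresholds, and leaving out each ovary in turn.

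The depth was between 3537619 and 9854086 reads per small RNA library and between 32272803 and 60903268 reads per gene library. Values near the filter rest on few reads, since 3 reads are between 0.304 and 0.848 RPM in the small RNA libraries. The tests were tested on simulated data, reads drawn with the means and depths of the real libraries. At a dispersion of 0.05, limma recovered 59 of 59 miRNAs changed by 2 on the log2 scale. At a dispersion of 0.3, close to the common dispersion of 0.28 that edgeR estimated from the 6 small RNA libraries, it recovered 20 of 60 miRNAs changed by 2 (33.3%) and 58 of 60 changed by 3 (96.7%). For genes at a dispersion of 0.3, it recovered 20 of 165 changed by 2 (12.1%) and 126 of 172 changed by 3 (73.3%), with 2 and 10 unchanged genes called. DESeq2 on the same simulated genes recovered 61 and 172 of 200, with 28 and 51 unchanged genes called.

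Primers from Table 1 and the seeds of miRNAs were matched to the Sscrofa11.1 reference sequence with its gene annotation. Circles of up to 5000 nt between annotated exon boundaries of the host gene were searched for the product length in Table 1, and duplexes were folded with ViennaRNA 2.7.2.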

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

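All 7 tests of technical explanations given here were chosen only after the result had been seen. The gene table holds genes of luteal cells that the paper does not discuss, and they set 1 ovary apart from the others. STAR, the carrier of cholesterol into the mitochondria of steroid-producing cells, was at 26.4 FPKM in the LLS ovary ZD8 and between 2542 and 5418 FPKM in the other 5 ovaries. CYP11A1 was at 21.0 FPKM in ZD8 against 1470 to 1863 FPKM, HSD3B1 at 16.8 against 2938 to 3707 FPKM, and SCARB1 at 31.2 against 1044 to 1687 FPKM. The differences were smaller for LHCGR (10.4 against 22.5 to 70.5 FPKM) and PTGFR (17.0 against 57.8 to 148 FPKM), and PRLR went the other way (1.16 against 0 to 0.167 FPKM). The luteal score over these 7 genes was -3.51 in ZD8 and between 0.52 and 0.87 in the others.

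The deepest of the other libraries held 1.89 times the reads of ZD8, while STAR, CYP11A1, HSD3B1 and SCARB1 were between 33.4 and 175 times lower in ZD8 than in the lowest of the other ovaries, on a scale that already divides by depth. ZD8 also had the most genes with at least 1 FPKM (13908, against 11832 to 12531), so that its lower depth does not account for the pattern. Other tests of depth and scaling could not decide. Thinning to the depth of ZD8 left the ovary with the fewest luteal reads 58.5 times those of ZD8, but it keeps each gene's share. Over 12 genes outside the luteal list with at least 1000 FPKM in each of the other 5 ovaries, the other ovaries were higher than ZD8 by a median of 2.24 times, but these genes were chosen for being high there. Rescaling by TMM factors changed the gap in the luteal score from 4.03 to 4.33, but multiplies every gene of a library alike. If a few genes had taken most of the reads in ZD8, its 10 genes with most reads would have the largest share, and they took 4.83%, the lowest of the 6 ovaries (up to 9.24%). A library that is not from an ovary would lack oocyte genes, and the oocyte score of ZD8 was the highest of the 6 ovaries, 2.97 above the lowest. In the small RNA libraries, ZD8 also had the lowest mean Spearman correlation with the others (0.936), but the next lowest was 0.957 and the correlation of ZD8 with its closest ovary was 0.974, the highest for ZD12 too, so that this does not rule out a fault in the gene library alone. A mislabelled ovary cannot be ruled out from these tables. The litter size group alone does not account for the pattern, since the luteal scores of the LLS ovaries ZD5 (0.80) and ZD7 (0.75) lay within the range of the SLS ovaries (0.52 to 0.87). The paper gives the same time after delivery for all sows, and no reproductive stage is known for single ovaries. Whether ZD8 or the other 5 ovaries show the usual pattern for that time was not tested. A candidate explanation is that the tissue taken from ZD8 held little luteal tissue. It remains a hypothesis, found and tested on the same data, and cannot be told apart from a mislabelled ovary or a fault in the gene library. The theca score of ZD8 was also the highest (2.98), and INSL3 was at 298 FPKM against 2.28 to 45.1 FPKM in the others.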

How the results depend on the processing

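The edgeR exact tests on miRNAs were chosen after seeing the data, apart from that on all 6 libraries with estimated dispersions, TMM and the filter. So were edgeR's quasi-likelihood test and DESeq2 on the recovered gene reads, and the other alternatives were fixed earlier. The circRNA alternatives were not run, because the gene table holds no circRNAs. The cause of the changes given here was not tested.

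The count of miRNAs called between LLS and SLS was 0, with 0 at an unadjusted p under 0.05. It stayed 0 under each alternative fixed earlier, leaving out each ovary included, with 0 to 11 miRNAs at an unadjusted p under 0.05. In the added exact tests it was 0 with an estimated or common dispersion in all 6 libraries. With the dispersion fixed at 0.0001, 0.01, 0.1 and 0.16, well below the estimated common dispersion of 0.28, it was 16, 20, 11 and 4 with TMM and the filter, 23, 17, 10 and 4 with TMM and no filter, 16, 18, 11 and 6 without TMM and with the filter, and 22, 21, 11 and 4 without either. Without ZD8, the added tests with estimated, common and then the same 4 fixed dispersions called 3, 1, 28, 27, 10 and 6 miRNAs with TMM and the filter, and 3, 1, 32, 29, 10 and 6 with TMM and no filter. Without TMM they called 3, 5, 28, 23, 14 and 6 with the filter, and 3, 1, 33, 27, 10 and 5 without it.

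The count of genes called was 0, with 216 at an unadjusted p under 0.05. It was 13 with limma's array weights (6 higher and 7 lower in LLS), 99 at an unadjusted p under 0.05 with the fold change threshold (24 higher and 75 lower), 13 by DESeq2 (4 higher and 9 lower), and from 0 to 20 across the 6 fits that each left out 1 ovary, of which only that without ZD8 called any (14 higher and 6 lower). By edgeR's quasi-likelihood test it was 0, with 300 genes at an unadjusted p under 0.05. Under the other alternatives for genes it was 0, with 147 to 416 genes at an unadjusted p under 0.05.

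For miR-183, the log2 fold change of -0.07 turned to 0.90 with array weights and to 0.76 by both edgeR tests, and ran from -0.99 to 1.51 with each ovary left out. For miR-7857-3p it was 0.81, ran from -0.32 to 2.96 with each ovary left out, and was higher in LLS under the 9 other alternatives (0.52 to 2.23). For miR-497 it was -0.45, from -0.57 to -0.30 with each ovary left out and from -0.48 to -0.35 otherwise. None of the 3 passed the thresholds in these fits.

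Among the host genes of the circRNAs, the log2 fold change of ERBIN (0.05) turned to -0.0059 with array weights, -0.0759 by edgeR and -0.10 by DESeq2. That of NUP98 (0.01) turned to -0.0162 with median centring, -0.0498 by edgeR and -0.072 by DESeq2, and that of SENP2 (0.10) to -0.0691 with array weights. With each ovary left out, ERBIN ran from -0.22 to 0.32, NUP98 from -0.12 to 0.12, SENP2 from -0.12 to 0.25 and KMT2A from -0.0545 to 0.72. SNTB2, TCP1, LOC397451, CCDC85A and CCAR1 kept their direction in each fit, and no host gene passed the thresholds in any.

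Of the cell type scores, granulosa cells of growing follicles had no stable direction (0.00 as reported, 0.23 with a pseudocount of 0.1, 0.12 after rescaling to an equal sum per library, -0.27 to 0.43 with each ovary left out). With each ovary left out, the luteal score ran from -2.04 to 0.12, theca cells from -0.70 to 1.502, oocytes from -0.0903 to 1.29, endothelial cells from -0.65 to 0.0863, leukocytes from -0.13 to 0.17, ciliated epithelium from -0.0263 to 0.13 and red blood cells from -0.79 to 0.15. The miRNAs above 0 in all libraries numbered 390, and 221 had at least 10 RPM in all. 

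Among the other named miRNAs, miR-96-5p (-0.19) turned to 0.85 with array weights and 0.56 by both edgeR tests, and miR-182 (-0.29) to 0.56 and 0.38. With each ovary left out, miR-96-5p ran from -1.12 to 1.30, miR-182 from -1.03 to 1.19 and miR-2366 (0.23) from -0.29 to 1.24. Of the genes, FOXO1 (-0.04) turned to 0.11 with quantile normalization and ran from -0.54 to 0.27 with each ovary left out, and SMAD4 (0.24) turned to -0.16 with array weights and ran from -0.16 to 0.48. Over these 5, CCT6A, ACTB and the 5 miRNAs and 5 genes with the smallest p, 228 of 254 values kept their direction and side of the threshold, 18 reversed and 8 became stronger.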

Differences from the paper's values

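The paper reports 20 miRNAs that differ between the groups, and limma on the deposited values called 0. The paper gives 11 of its miRNAs as lower and 9 as higher in SLS, and the values here are 0 and 0. No miRNA had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed these gaps, since each called 0 miRNAs, edgeR's quasi-likelihood and exact tests with estimated dispersions included. A grid of 96 edgeR exact tests (48 of them distinct) was chosen after seeing the values. Its test on all 6 libraries with a dispersion fixed at 0.01, TMM and the filter called 20 miRNAs. Of these, 12 were higher and 8 lower in SLS, against 9 higher and 11 lower in the paper's text. They held miR-7857-3p, but neither miR-183 nor miR-497. The equal count was found by search, so that it does not show which setting the paper used. The other 7 tests on all 6 libraries within 1.5 times the paper's count had a dispersion fixed at 0.0001 or 0.01, and called 16 to 23 miRNAs. Among the 24 tests without ZD8, 7 came within 1.5 times the paper's count, with a dispersion fixed at 0.0001, 0.01 or 0.1. Every other distinct test fell outside that range.

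The paper states that the sequencing shows miR-183 and miR-7857-3p lower in SLS and miR-497-5p lower in LLS. The log2 fold change of LLS against SLS was -0.07 for miR-183, against the paper's direction, and 0.81 for miR-7857-3p and -0.45 for miR-497, with its direction, and none was called. With limma's array weights, with either edgeR test and without ZD2, ZD3 or ZD8, miR-183 was higher in LLS. The grid chosen after seeing the values called miR-7857-3p in 16 of 24 tests on all 6 libraries, those with a fixed dispersion, and in 24 of 24 without ZD8. It called miR-183 in 1 of 24 on all 6 libraries, with a dispersion of 0.0001, TMM and no filter, and in 12 of 24 without ZD8, with a dispersion fixed at 0.0001, 0.01 or 0.1. It called miR-497 in 0 tests.

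The paper's text gives the direction of its miRNA counts for SLS, while the legend of Figure 2 gives it for LLS. The paper shows miR-2336, a name that is not in the miRNA table, and miR-2366 is listed there with a log2 fold change of 0.23. The product of the ACTB primers on the reference has 138 bp, against the paper's 134 bp.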

Other observations

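The tests of luteal, theca and endothelial cells behind single miRNAs, and the counts of other splits for miRNAs and for genes called by limma, were chosen only after the result had been seen. The splits for genes at an unadjusted p and by DESeq2, and the tests of epithelial cells, were written down ahead of their results.

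Between LLS and SLS ovaries, limma called 0 of 12260 genes, and 216 had an unadjusted p under 0.05 against 613 given by 5% of the genes. The groups did not overlap for 628 genes (5.12%, where chance gives 10%), 239 higher and 389 lower in LLS. The 5 of these with the smallest p were LOC110258133 (log2 fold change -2.32, listed at 0 FPKM in all LLS ovaries), FAM46C (1.62), LRP8 (-2.40), CTSL (-1.82) and LOC106507246 (-1.80), with adjusted p by limma between 0.860 and 0.999. With limma's array weights, LOC110258133, LRP8 and FAM46C passed both thresholds (adjusted p = 0.0147, 0.0147 and 0.0195 by limma). They also passed without ZD8 (adjusted p = 0.0253, 0.0221 and 0.0470 by limma), while CTSL and LOC106507246 passed in neither fit. DESeq2 on the recovered reads, a test chosen after seeing the data, called 13 genes, LOC110258133 and LOC106507246 included. On simulated genes with a dispersion of 0.3, DESeq2 called 28 unchanged genes beside 61 of 200 changed by 2 on the log2 scale. At a dispersion of 0.05 it called 6 unchanged genes beside 198 of 200. Which dispersion is closer to the real genes is not given here, so that false calls among the 13 are to be reckoned with. EPCAM (27.8, 9.73 and 2.31 FPKM in ZD5, ZD7 and ZD8 against 0.312, 0.339 and 1.28 FPKM in ZD2, ZD3 and ZD12) and MARVELD2 were the named epithelial genes among them, singled out after their values were seen.

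Every split of the 6 ovaries into 3 and 3 was tested the same way. For miRNAs called (0), miRNAs at an unadjusted p under 0.05 (0) and genes called by limma (0), 10 of the 10 splits gave at least as many, which a count of 0 fixes in advance and which therefore tests nothing. The other 9 splits gave up to 1 miRNA called, up to 73 miRNAs at an unadjusted p under 0.05 and up to 3 genes called, while 216 genes had an unadjusted p under 0.05 in the real split. For the 216 genes at an unadjusted p under 0.05, 7 of the 10 splits gave as many, and the others ran from 12 to 1957. For the 13 genes called by DESeq2, 6 of the 10 splits gave as many, and the others ran from 0 to 325. With 10 splits the share cannot fall below 0.1, so that the counts of 216 and 13 genes cannot be told apart from an arbitrary grouping of the ovaries.

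For the 11 cell type scores, the exact permutation test of 3 ovaries against 3 cannot go below p = 0.1, so that no score could have passed a threshold of 0.05. Proliferating cells reached this smallest p (difference -0.62, lower in 3 of 3 LLS ovaries, -0.74 to -0.47 with each ovary left out, adjusted p = 0.88), and the luteal score differed by -1.31 (exact permutation p = 0.8).

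The large spread of miR-183 and miR-7857-3p between single ovaries was set against marker scores in 36 relations with 3 miRNAs and 12 scores. One hypothesis was that epithelial cells in the sampled tissue carry both miRNAs, so that both would rise with the epithelial score. For miR-183, Pearson's r was -0.762 (exact permutation p = 0.0347, adjusted p = 0.141) and Spearman's rho -0.714 (exact permutation p = 0.136, adjusted p = 0.525), and r was -0.768 without the 2 ovaries farthest from the median score. For miR-7857-3p, r was -0.798 (exact permutation p = 0.0639, adjusted p = 0.177) and rho -0.771 (exact permutation p = 0.103, adjusted p = 0.525), and r was -0.749 without those 2 ovaries. Both relations of this score of 14 genes ran opposite to the hypothesis, and neither passed the correction. The score leaves out EPCAM and MARVELD2, which were highest in ZD5 and ZD7, the ovaries where miR-183 (184 and 266 RPM) and miR-7857-3p (158 and 134 RPM) were highest too, and no relation with these 2 genes was tested. The other hypothesis was that luteal tissue sets the level of miR-183, miR-7857-3p or miR-497. The gap between ZD8 and the other ovaries took 0.919 of the range of the luteal score, so that 1 ovary stands against 5. Over all 6, r was 0.902 with miR-183 and 0.803 with miR-7857-3p (adjusted p = 0.141 for each, exact permutation tests). With miR-497 it was 0.029 (adjusted p = 0.911, exact permutation test). With ZD8 so far apart, nothing is concluded from these values, and the other 5 ovaries are too few for a correlation. In ZD8, where the luteal score was lowest, miR-183 and miR-7857-3p were also lowest of the 6, at 7.37 and 0.691 RPM, while miR-497 was at 544 RPM within the range of the others (410 to 808 RPM). None of the 36 relations passed the correction, those with the luteal score included (smallest adjusted p = 0.141 for r and 0.525 for rho, exact permutation tests). Other scores in which ZD8 is an extreme related to miR-183 at least as closely. For theca cells, r was -0.946 (exact permutation p = 0.0097, adjusted p = 0.141) and rho -0.829 (exact permutation p = 0.0583, adjusted p = 0.525). For endothelial cells, r was 0.918 (exact permutation p = 0.025, adjusted p = 0.141) and rho 0.829 (exact permutation p = 0.0583, adjusted p = 0.525). Without the 2 ovaries farthest from the median score, r with miR-183 was -0.413 for theca cells and 0.143 for endothelial cells, so that both relations rest on those ovaries. For the luteal score it was 0.825 with miR-183 and 0.897 with miR-7857-3p, over the 4 ovaries left without ZD3 and ZD8, which are too few for a test. Some other scores, each without its own 2 farthest ovaries, gave stronger values. With miR-183 and miR-7857-3p, r was -0.937 and -0.955 for smooth muscle, and -0.890 and -0.953 for proliferating cells. For red blood cells it was stronger with miR-183 (0.927) but weaker with miR-7857-3p (0.816). The remaining scores gave weaker values than the luteal score. These values therefore do not single out luteal tissue for miR-183 or miR-7857-3p. With no relation past the correction, luteal tissue cannot be told apart from other differences between these ovaries.

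The linear transcripts of the host genes were measured in the same ovaries, which is not a measurement of the circRNAs. TCP1 was at 83.6 ± 9.64 FPKM in SLS (SD, n = 3) and 68.9 ± 8.92 FPKM in LLS (SD, n = 3), a log2 fold change of -0.28 (exact permutation p = 0.2). Over the 9 host genes the log2 fold changes ran from -0.28 for TCP1 to 0.89 for LOC397451, with adjusted p by limma of 0.999, and 0.417 to 1 over the alternatives for LOC397451, the lowest of the 9. ACTB, to which the paper normalized the circRNAs, was at 1210 ± 277 FPKM in SLS and 886 ± 203 FPKM in LLS (log2 fold change -0.45, exact permutation p = 0.2). FOXO1 had a log2 fold change of -0.04, SMAD4 of 0.24 and CCT6A of -0.40, each with an adjusted p of 0.999 by limma.

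The primers that Table 1 gives for circ-CCAR1 match BTAF1 on the reference. In BTAF1, exons 3 to 7, from 103551372 to 103564282 on chromosome 14, give the product of 218 bp that Table 1 states. CCAR1 lies on the same chromosome from 71827509 to 71894643 and matched neither primer. In the gene table, BTAF1 was between 10.8 and 20.2 FPKM and CCAR1 between 4.82 and 10.5 FPKM in the 6 ovaries. The circle of TCP1 exons 7 and 8 has 303 nt, shorter than the fragment that the paper describes for its reporters, whose sequence was not analysed here. The forward primer of ACTB also matches ACTG1 on chromosome 12.

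The highest FPKM values in the gene table include MIR6782, a gene of 75 nt, at 61343 FPKM in ZD8 and 3730 to 22037 FPKM in the others. It lies 2525 bp from RN18S, the gene of 18S ribosomal RNA, on the same unplaced scaffold, and RN18S was also highest in ZD8 (1743 FPKM) and next highest in ZD12 (954 FPKM). In the small RNA libraries, miR-6782-3p was lowest in ZD8 (0.806 RPM, against 3.55 to 10.7 RPM), opposite to the gene table. No explanation of this was tested.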
